A study of Homo sapiens with 2 samples. Its data were reported in "Unveiling MYCN regulatory networks in neuroblastoma via integrative analysis of heterogeneous genomics data" (2016).

How the data were processed

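Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out in SK-N-BE(2)-C, an established human neuroblastoma cell line that carries amplified MYCN. The 2 libraries were one precipitated with an antibody against MYCN and one precipitated with a control IgG, and the antibody named in the sample labels set the group of each. There was 1 library per antibody, so no value below has a replicate and no p-value was computed across regions or genes.

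The file analysed was the list of enriched regions that the authors made from both libraries. According to the study's methods, single-end reads were aligned to GRCh37 with Bowtie 2, uniquely mapped reads were kept, and regions were called with MACS 1.4.2, a program that compares the tags in a window with the number expected locally. Per the file headers, the MYCN library was the treatment and the IgG library the control, the p cutoff was 0.001, the band width was 500 bp, the tag size was 49 bp, 1 tag was kept per position and strand, the effective genome size was 2.7 Gb, the larger library was scaled to the smaller, and the local rate was taken over 1000 bp and 10000 bp. MACS estimated the shift size parameter d, the distance it takes between tags of the opposite strands, as 52 bp. This value is close to the tag size and below the lengths that the sample labels state for the sheared DNA and for the fragments, with adaptors, taken from the gel. A d that is too low splits the tags of one site over a wider stretch and can lower its fold enrichment.

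The deposited tag column is a count of filtered MYCN tags per region that the authors did not normalise. The deposited score is 10 times −log10 of the MACS p-value, so that a score of 30 equals the cutoff, and it is called the score below. The deposited fold enrichment is the ratio of the tag pileup at the summit to the local expected rate, as computed by the authors with MACS. The deposited FDR is a percent that MACS obtains by exchanging the libraries and dividing the number of regions called in the exchanged direction at the same score by the number called in the first direction. Positions are given as in the file, in GRCh37 and counted from 1, and the summit was taken as the region start plus the deposited offset. Regions lay on 24 chromosomes and all ended within the chromosome lengths of the reference, and 3 of them contained bases that are unknown in the reference.

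Depth was read from the file headers. The MYCN library held 11634944 tags, of which 10199476 remained after the authors removed tags at the same position, and the IgG library held 11485892 tags, of which 11056026 remained. Shares of regions or tags are given with 95% Wilson intervals. These intervals cover counting error and not the variation between cultures or precipitations, and tags without molecular identifiers are not independent molecules. Ratios are given with 95% bootstrap intervals over regions from 1000 resamples.

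Regions were placed against GENCODE release 44 mapped to GRCh37, which holds 254376 transcripts with 220784 distinct transcription start sites (TSSs) on these chromosomes and 20163 protein-coding genes. A summit was called TSS-proximal within 1 kb of any TSS. A gene was called MYCN-bound with a summit from 10 kb upstream to 2 kb downstream of one of its TSSs, a window that the study used. As a background, the regions were placed at random 100 times on their own chromosome outside assembly gaps, and another 100 times with the GC content of the region matched to within 2 percentage points. For 0.281% of the matched placements no match was found and the nearest GC content was used. Hexamers were searched on both strands within 100 bp of the summit and in windows of the same width 1 kb to either side. The hexamers were the 10 variants of the E-box (CANNTG, reverse complements merged), CACGCG, and as controls the 7 other palindromes that hold the same bases as CACGTG around a central CG. The handling of coordinates was checked on simulated regions, which does not test the choice of background. Of 14547 regions implanted within 500 bp of a TSS and of 7274 implanted within 50 bp of a CACGTG, 100% were counted, and of regions implanted just outside the windows around isolated TSSs and motifs 0% were. Analyses were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

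The genes named in the text follow a rule. They are MYCN, the 16 known MYCN-regulated genes that the study lists, the miRNA stem-loops that the study lists as changed after MYCN knockdown and that have a region (the 5 with the highest score in full), the 5 regions with the highest score and the 5 with the highest fold enrichment, and the 5 protein-coding genes with the highest fold enrichment among summits within 1 kb of their TSS and with CACGTG within 100 bp. This rule, the comparisons and 53 of the 54 alternatives that gave a value were fixed before the data were examined. The alternatives were stricter scores and FDR, a minimum fold enrichment, other windows and flanks, other TSS sets, and GC-matched placement. They also included merged regions, region midpoints in place of summits, any overlap with the gene window, distal regions alone, and a limit on region length. The rest used tags per kb, division by the median of the control palindromes, and neighbouring stem-loops counted once. The 54th was chosen after seeing the data and matched the GC content of the region and of the 1 kb around it within 3 percentage points, in 20 placements. No match was found for 1.94% of these placements, and for 7.21% of those of regions with a score of 100 or more, and the nearest was used. Of 49 listed stem-loops, 43 had a miRNA gene of the same name in the annotation, and the other 6 were left out. Of the 16 known genes, 1 is counted in the totals and its own values are not reported here. Tracks of the IgG library, binding sites from other projects, expression data and predicted miRNA TSSs were not used here, and the mappability of the genome was not modelled.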

Results

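To locate MYCN on the genome, the study sequenced DNA precipitated with an anti-MYCN antibody and with a control IgG from SK-N-BE(2)-C cells. The data consisted of 1 MYCN library with 10199476 filtered tags and 1 IgG library with 11056026. Tags at repeated positions made up 12.3% of the MYCN library and 3.74% of the IgG library. The authors called regions of the MYCN library against the IgG library, and there were no replicates of either.

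The list held 72737 enriched regions that covered 10.4 Mb in total. The median region was 137 bp long and held 4 tags, at a fold enrichment of 13.9 and a score of 37.5. In total, 373603 filtered MYCN tags fell in regions, which was 3.66% of the library (95% interval 3.65 to 3.67). Regions with 4 tags, the lowest number in the list, numbered 42623 or 58.6% (58.2 to 59.0), and those with 10 tags or more numbered 1878 or 2.58% (2.47 to 2.70). At this depth the genome-wide background was 0.196 tags per 52 bp, so that a pileup of 3 tags over it corresponded to a fold enrichment of 15.3. Exactly this value was listed for 15564 regions, or 21.4%. Raising the minimum score changed the number of regions most among the score and fold thresholds tried, from 72737 at 30 to 8622 at 50 and 315 at 100.

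The FDR that accompanied the regions was next compared with their score. The median FDR was 29.3%, and 2 regions had an FDR of at most 5%. The next lowest value was 25.3%. The FDR did not change steadily with the score (Spearman rho 0.36 across regions, which are not independent replicates). It fell from 35.3% at the minimum score of 30 to 25.45% at 34, was 26.7% at 44, 30.2% at 50 and 31.5% at 60 and rose to 64.05% at 80, and it stood at 100% for 359 regions, of which the lowest score was 96.6. Multiplied by the number of regions at or above each score, the FDR implied 25683 calls with the libraries exchanged at a score of 30, 2608 at 50 and 506 at 80. At a score of 100 the number was at least 315, since the column ends at 100%.

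**Figure D1:**
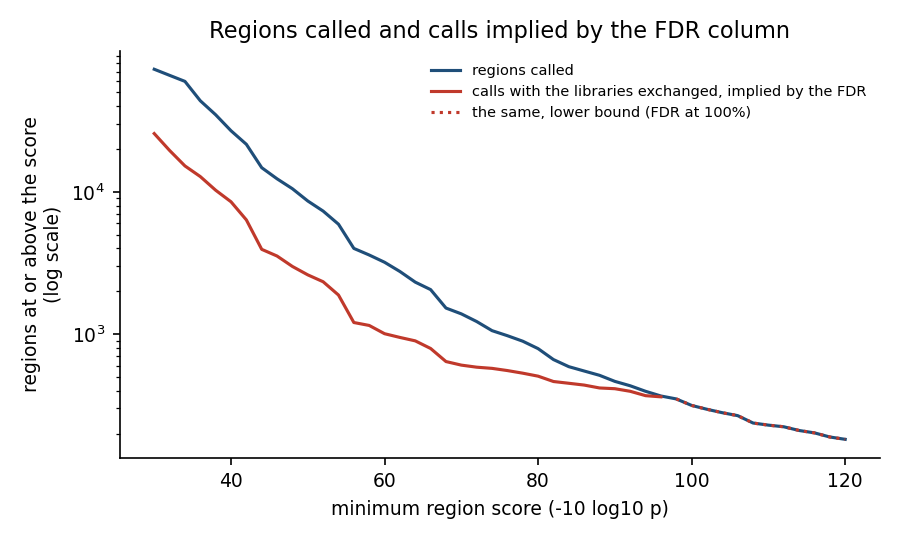
Number of regions at or above a minimum score (x axis, 10 times the −log10 of p) as called in the MYCN library and as implied for the exchanged libraries by the FDR column (y axis, log scale). The 2 lines start at 72737 and 25683 regions at 30, keep a similar distance up to a score of 60 and approach each other above it, to 790 and 506 at 80. The dotted part is a lower bound where the FDR was 100%.

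The position of the summits relative to annotated TSSs was measured next. A summit lay within 1 kb of a TSS in 14427 regions, or 19.8% (19.5 to 20.1). Randomly placed regions gave 8.03% (range over 100 placements 7.79 to 8.27), a ratio of 2.47. With the GC content matched the placements gave 15.7% (15.4 to 15.9), and the ratio was 1.27. The alternative that moved the share most while keeping over 2 regions was a minimum score of 100, at which 70.8% (65.5 to 75.5) of 315 regions were TSS-proximal. The GC-matched placements of those regions gave 51.99%, a ratio of 1.36 (range over placements 1.25 to 1.56). For scores of 30 to 40 the ratio was 1.25 (1.22 to 1.28), so the ranges overlap. In the alternative chosen after seeing the data, with both GC contents matched, the ratios were 1.41 (1.27 to 1.54) and 1.17 (1.15 to 1.20). Summits in an exon of a canonical transcript made up 10.0% of the list (9.79 to 10.2), against 3.90% at random and 7.87% with GC matched. Another 57% lay elsewhere in a gene and 32.99% lay outside annotated genes.

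**Figure D2:**
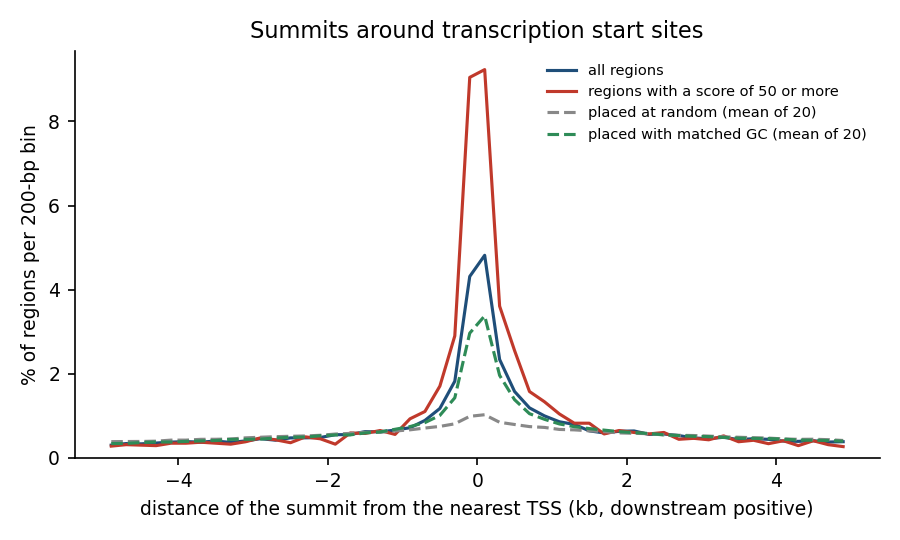
Percent of regions per 200-bp bin (y axis) by the distance of the summit from the nearest TSS (x axis, kb), for all 72737 regions, for the 8622 with a score of 50 or more, and for the mean of 20 random and 20 GC-matched placements. All curves peak at the TSS, and the peak of all regions lies above that of the GC-matched placements, which lies above that of the random ones.

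Genes were then assigned with the window from 10 kb upstream to 2 kb downstream of a TSS. Of 20163 protein-coding genes, 11516 or 57.1% (56.4 to 57.8) were MYCN-bound. Random placements gave 9361 genes on average (9221 to 9574) and GC-matched placements 11189 (11033 to 11304). The ratio to the latter was 1.03. At a minimum score of 50 the count was 3489, and at 100 it was 244.

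To examine which E-box variants lay under the summits, hexamers within 100 bp of the summit were compared with the flanks of the same regions. CACGTG was present in 2526 regions, or 3.47% (3.34 to 3.61), against 2.37% of flank windows, a ratio of 1.46 (1.39 to 1.53). Among the other E-boxes, CAGCTG had a ratio of 1.17 (1.13 to 1.20) and CAAGTG had the lowest, 0.812 (0.791 to 0.835). The non-canonical CACGCG was present in 3.34% of regions (3.21 to 3.47) with a ratio of 2.45 (2.32 to 2.60). The 7 control palindromes had ratios from 1.13 for ACCGGT to 2.00 for TGCGCA, so the CACGTG ratio over all regions lay inside their range. Relative to GC-matched placements instead of flanks, CACGTG was 1.47 times as frequent, CACGCG 1.57 times, and the controls from 1.08 to 1.402 times. CACGCG holds more G and C than these palindromes, so they are not a matched control for it. Its ratios cannot be ranked against theirs or that of CACGTG as a preference of MYCN. With the score the share of CACGTG rose to 7.70% (7.16 to 8.28) of the 8622 regions at 50 or more and to 39.4% (34.1 to 44.9) of the 315 regions at 100 or more. The ratio at 100 or more was 11.3 (7.27 to 19.1), and the highest control palindrome there was TGCGCA with 2.5 (1.41 to 4.53). In each score class below 100 the highest control palindrome had a higher value than CACGTG, for example 3.38 against 2.90 (2.36 to 3.58) at scores of 60 to 80, where the value of the control lies inside the interval. By tags, CACGTG had a ratio of 4.99 (4.12 to 6.07) in the 1878 regions with 10 or more, where the highest control had 3.08. CACGCG in the regions at 100 or more had a ratio of 4.07 (2.59 to 6.46). In regions with 4 tags the CACGTG ratio was 1.12 (1.04 to 1.20), below the median of 1.22 for the control palindromes in the same regions.

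**Figure D3:**
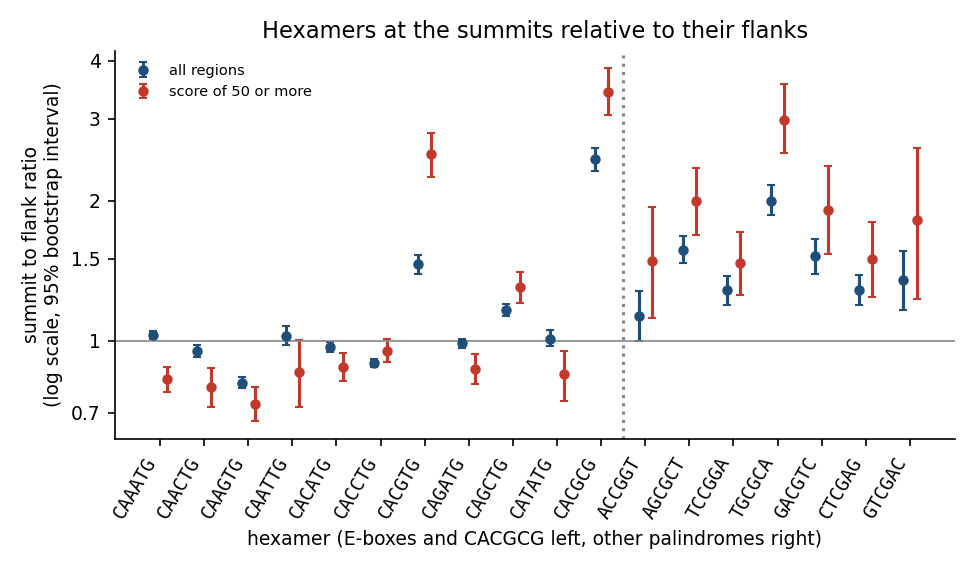
Summit to flank ratio (y axis, log scale, with 95% bootstrap intervals) of the E-boxes, CACGCG and 7 control palindromes (x axis) in all regions and in the 8622 with a score of 50 or more. CACGTG and CACGCG are the highest on the left, at 1.46 and 2.45 in all regions, and TGCGCA is the highest control with 2.00. The controls hold the bases of CACGTG and not those of CACGCG.

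**Figure D4:**
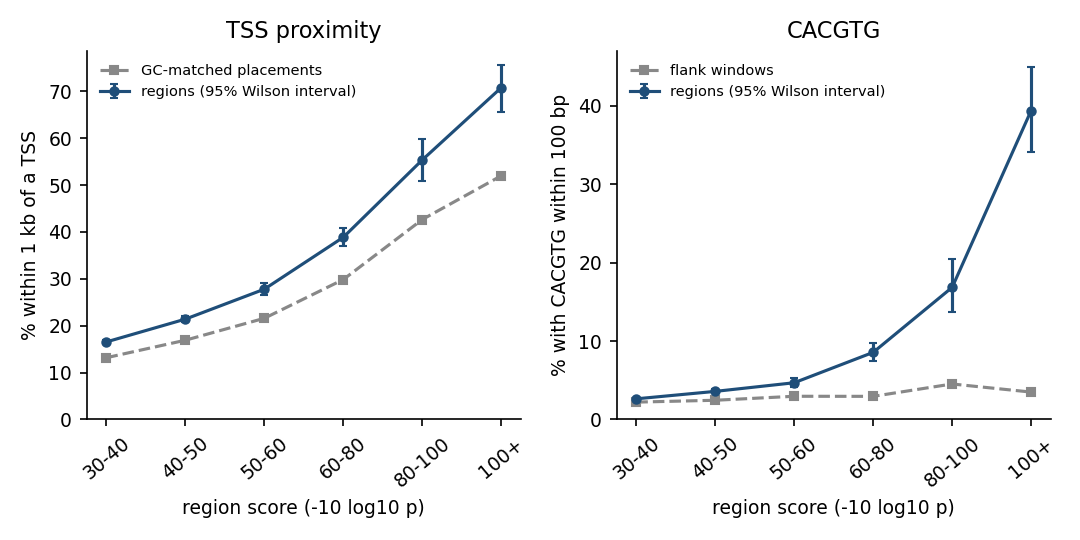
Percent of regions within 1 kb of a TSS (left) and percent with CACGTG within 100 bp of the summit (right) by score class (x axis), with 95% Wilson intervals; dashed lines are GC-matched placements and flank windows. The TSS share rises together with its GC-matched background to 70.8% and 51.99%, while the CACGTG share rises from 2.63% to 39.4% over flanks that stay between 2.21% and 4.53%.

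Regions near and far from TSSs were compared in strength. The median fold enrichment was 14.7 in 14427 TSS-proximal regions and 13.7 in 58310 distal ones, a ratio of 1.08 (1.05 to 1.09). At a minimum score of 50 the direction was the opposite, with a ratio of 0.931. Regions with 10 tags or more made up 7.10% of the proximal and 1.46% of the distal regions. The median GC content was 66.4% in proximal and 38.1% in distal regions.

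The strongest regions were examined one by one. The highest score, 2674, belonged to a region on chromosome 7 (807254 to 808612, GRCh37) with 231 tags and a fold enrichment of 87.5, in an intron of the canonical transcript of DNAAF5 and 246 bp from an annotated TSS of that gene. The region with the second highest score, 1807, had the highest fold enrichment, 191.8, and 136 tags. It lay on chromosome 2 (3652757 to 3653303) in an intron of COLEC11, 201 bp from a TSS. These were the 2 regions with an FDR of 0%. The third, on chromosome 7 (915670 to 916261), had 101 tags, a score of 1181 and a fold enrichment of 94.6 and lay upstream of GET4, 152 bp from its TSS. PLD6 on chromosome 17 (17109330 to 17110024, 76 tags, fold enrichment 75.04) and NPM1 on chromosome 5 (170815326 to 170815763, 66 tags, fold enrichment 52.1) followed by score, with summits 159 bp and 1 bp from a TSS. By fold enrichment the fifth region lay in an intron of PPRC1 on chromosome 10 (103893132 to 103893685) with 62 tags and a value of 68.0. CACGTG was found within 100 bp of all these summits. The 4 regions at GET4, PLD6, NPM1 and PPRC1 each had an FDR of 100%. Of the 912 regions within 1 kb of a protein-coding TSS and with CACGTG, those at COLEC11, GET4, DNAAF5, PLD6 and PPRC1 had the highest fold enrichment.

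The study names 16 known MYCN-regulated genes, and each of the 16 had a summit in the window. In 10000 random lists of 16 protein-coding genes the median was 9, and 99.99% of lists had fewer. GC-matched placements of the regions gave 9.85 of the 16 on average (6 to 14). The list does not serve as an independent check, because the study presents these genes as detected in this experiment and derived the window from them. Within 1 kb of a TSS the number was 14, against a median of 6 in random lists. The best regions of the 16 genes had scores from 33.4 to 103.1 and 4 to 15 tags, and 4 held CACGTG. The highest score was at ODC1 (chromosome 2, 10588779 to 10589096, 13 tags, fold enrichment 20.4), with the summit in a non-coding exon of ODC1-DT and CACGTG nearby. RAB5C had a region of 10 tags (chromosome 17, 40311888 to 40312058, score 99.4) whose summit fell in the 3′ UTR of KCNH4. PRMT1 (15 tags, score 73.7) and MCM7 (9 tags, score 67.6) had summits 141 bp and 34 bp from a TSS, and BIRC5 (7 tags, score 60.5) had one at 119 bp. MDM2, CRABP2 and MYBL2 each had a best region of 7 tags with a score of 52.4, and TWIST1 had one of 6 tags with a score of 50.3. LUC7L had 6 tags with a score of 49.2. NME2, LIF, MIR17HG, MCM8 and AURKA had best regions of 4 or 5 tags with scores from 33.4 to 46.0 and FDR values from 26.0% to 30.6%.

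The study also asked which of the miRNAs changed by MYCN knockdown are bound by MYCN. Of 43 stem-loops in the annotation, 13 or 30.2% (18.6 to 45.1) had a summit in the 10 kb upstream of the precursor. Of the 3006 other annotated miRNA genes 25.2% (23.7 to 26.8) had one, which lies inside that interval. Placed regions gave 21.5% at random and 26.6% (13.9 to 53.5) with GC matched, so an excess was not detectable with 43 loci. Neighbouring stem-loops can share a region, so the 43 loci are not all independent. The highest score was at MIR92B (chromosome 1, stem-loop 155164968 to 155165063), whose region of 13 tags scored 80.1 in a non-coding exon of THBS3-AS1. MIR25 and MIR93 on chromosome 7 shared a region of 9 tags with a score of 67.6, which is the MCM7 region above. MIR320A on chromosome 8 (22102475 to 22102556) had a region of 13 tags with a score of 58.7 in an intron of POLR3D and with CACGTG. MIR7-2 on chromosome 15 (89155056 to 89155165) had an intergenic region of 5 tags with a score of 58.2. The other 8 loci, which were MIR2110, MIR330, MIR181D, MIR33A, MIR887, MIR760, MIR331 and MIR124-3, had scores from 33.9 to 46.9 and 4 to 7 tags.

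Since the cell line carries amplified MYCN, the surroundings of the gene were described separately. MYCN lies on chromosome 2 at 16080672 to 16087129, and 0 regions overlapped it. Within 1 Mb there were 27 regions, or 13.5 per Mb (9.26 to 19.5), against 20.7 per Mb on the rest of chromosome 2. Among the 27, 11 held from 208 to 2787 tags at a fold enrichment between 2.85 and 5.72, with a median of 3.47. They were spread over 567.5 kb (15680953 to 16248409) and held 10668 tags, or 2.85% of the tags in all regions. No region with fewer tags lay between them. Many tags at a low fold enrichment imply a high local expected rate in this stretch. A site with few tags may not be callable there, so the absence of regions at MYCN does not show absence of binding. The lower density near the gene may partly have the same cause. The nearest to the gene was 34.6 kb away (16121695 to 16125454) with 1075 tags and a fold enrichment of 4.24. The other 16 regions within 1 Mb had a median of 4 tags and a median fold enrichment of 15.3. Of the 10 regions in the genome with 2000 bp or more, 9 were among these 11.

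**Figure D5:**
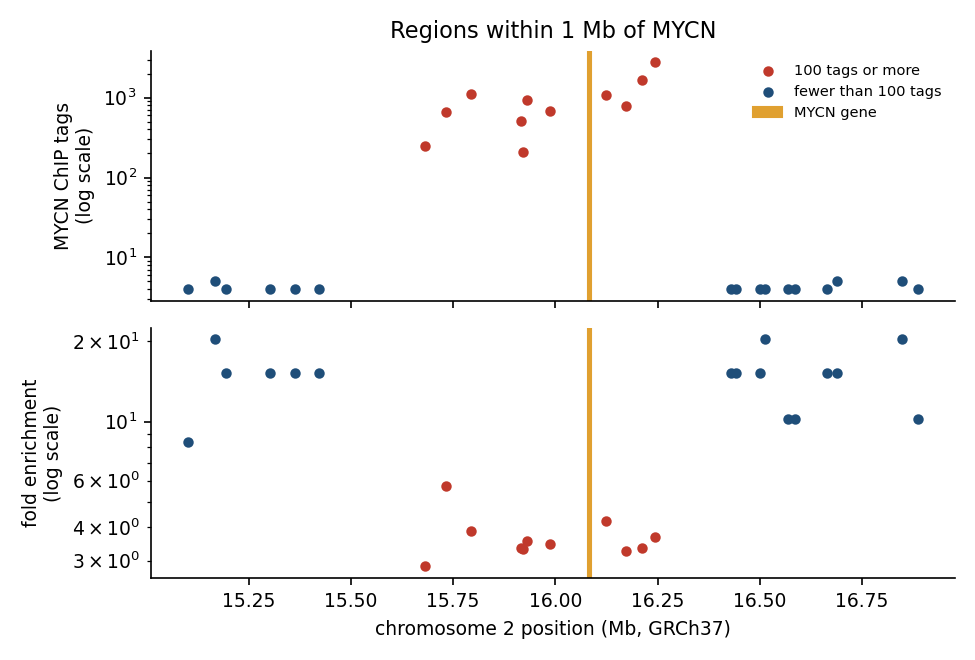
Tags (top, log scale) and fold enrichment (bottom, log scale) of the 27 regions within 1 Mb of MYCN by position on chromosome 2 (x axis, Mb). The 11 regions with 100 tags or more lie on both sides of the gene at a fold enrichment of 2.85 to 5.72, and the 16 others lie outside that stretch.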

Values the study reported

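The study reported 72,737 significantly enriched regions. After it required overlap with binding sites of other regulators, 22,526 regions were kept as MYCN binding regions, and 8,760 genes were counted as MYCN-bound. Of 49 miRNA loci with changed expression after MYCN knockdown, the study counted 28 as possible direct targets, using predicted TSSs and host genes. By ChIP-qPCR, the study also tested selected sites at promoters of miRNAs or their host genes, and some but not all passed.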

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

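Of 54 alternatives tried for 10 results, 9 kept the value within its interval or within 1.5 times the count, 44 moved it and 1 reversed its direction. The cause was not tested unless a value shows it. The alternative with both GC contents matched was chosen after seeing the data. At an FDR of at most 5% the CACGTG ratio and the fold enrichment ratio could not be computed, because 2 regions were left.

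With a minimum score of 50 there were 8622 regions and 3489 MYCN-bound genes, 34.0% of summits were TSS-proximal (ratio to random placement 4.05), 7.70% had CACGTG (flank ratio 2.52), the proximal to distal fold enrichment ratio reversed to 0.931, 9 known genes and 11.6% of miRNA loci had a region, and 3.99 regions per Mb lay near MYCN. With a minimum of 100 these values were 315 regions, 244 genes, 70.8% (7.85), 39.4% (11.3), 1.17, 1 known gene, 0% of miRNA loci and 1.495 per Mb. With an FDR of at most 5% they were 2 regions, 2 genes, 100% TSS-proximal (33.3), 100% with CACGTG, 0 known genes, 0% of miRNA loci and 0 per Mb near MYCN.

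The TSS-proximal share was 15.1% with protein-coding TSSs alone (ratio 3.12), 14.8% in a window of 500 bp and 26.4% in one of 2 kb. The ratio to placement fell to 1.27 with the GC content of the region matched and to 1.19 with that of the 1 kb around it matched too, which shows that much of the 2.47 went with GC content. MYCN-bound genes numbered 7659 with 1 kb either side. CACGTG was in 1.76% of regions within 50 bp, 7.51% within 250 bp and 2.48% of distal regions. Its ratio was 1.33 within 250 bp, 1.16 in distal regions, 1.54 with flanks 2 kb away and 1.08 after division by the median of the control palindromes. The fold enrichment ratio was 1.25 in regions of 500 to 2000 bp and 1.01 for tags per kb. In 5 kb upstream, 16.3% of miRNA loci had a region. With stem-loops within 10 kb of each other counted once, 37.5% of 32 loci had one.

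The ratios for TSSs and for CACGTG stayed above 1 under each alternative that gave a value. For CACGTG this alone is weak evidence, since the control palindromes also had ratios above 1 over all regions, from 1.13 to 2.00. In distal regions the control palindromes had a median of 1.15 and a highest value of 1.35, against 1.16 for CACGTG. The depth limits what the list shows at its low end, where 58.6% of regions rest on 4 tags, and the 43 miRNA loci limit the interval of their share to 18.6% to 45.1%.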

Other observations

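The tests of the amplified segment, of the exchanged libraries and of the palindromes at high scores were chosen only after the result was seen, the test of gene density between chromosomes after the region counts per chromosome had been seen, and the tests along chromosomes after the steps in density had been seen but before the values they measure. The design has no second condition, so no biological explanation was tested against the technical ones.

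The share of miRNA loci with a region here was 30.2%. That is lower than the value quoted from the study above. The stem-loops left out here are all among those that the study counted as MYCN-regulated. The study also used predicted TSSs and host genes, so the shares are not directly comparable.

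MACS set the strands 52 bp apart, close to the tag size of 49 bp and less than the lengths stated for the sheared DNA and for the fragments taken from the gel, the latter with adaptors. The fragment length is therefore likely underestimated, which may have displaced the summits, in which case CACGTG would be denser at 40 to 120 bp than within 40 bp of them. The ratio of these densities was computed in 3 classes of regions, since the class had not been fixed in advance. It was 0.646 (0.541 to 0.769) in regions with 10 or more tags and 0.777 (0.683 to 0.884) at scores of 50 or more, so the motif was densest at the summit there. Over all regions it was 0.955 (0.89 to 1.02), which leaves displacement open for the regions with few tags.

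GC content may account for much of the concentration of summits at TSSs. The TSS share was still 1.27 times that of placements with the GC content of the region matched, and 1.19 times that of placements matched on the 1 kb around it as well (19.8% against 16.48% to 16.99%). Both values lie above the range of the placements, so GC content as matched here does not account for all of it. With both GC contents matched, the ratio of TSS shares was 1.16 in regions with 4 tags. MYCN-bound genes were 1.02 times the mean of 11303 in the latter placements. TSS-proximal regions were GC-rich, with a median of 66.4% against 38.1% in distal ones. Binding at GC-rich promoters would lower these ratios in the same way. Matching on GC content therefore cannot separate such binding from an effect of composition. Mappability and open chromatin were not tested, and they remain.

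Relative to the flanks, the excess of CACGTG over all regions cannot be told apart from base composition and CpG content, since TGCGCA, a palindrome of the same bases, reached 2.00 against 1.46. The controls were matched on their bases and central CG alone, and whether any is itself a binding motif was not tested. A high control may therefore have a cause other than composition. Relative to GC-matched placements the order was different, with 1.47 for CACGTG and 1.402 for TGCGCA, the highest control, and no interval was computed for these values. The highest control also had a higher value than CACGTG relative to the flanks in each score class below 100. At scores of 80 to 100 it was 4 against 3.72. The CACGTG interval there was 2.62 to 5.56 in 475 regions, so the 2 cannot be ranked. The median of the controls lay below the CACGTG interval over all regions, at 1.35 against a lower bound of 1.39. It also lay below at scores of 60 to 80 (1.58 against 2.36) and 80 to 100 (2.5 against 2.62). In each class from 30 to 60 the median lay inside the CACGTG interval. In regions with 10 or more tags the order was reversed, with 3.08 for the highest control against a lower bound of 4.12 for CACGTG. The reversal held in the 1173 of them with a fold enrichment of 10 or more, at 3.18 against a lower bound of 4.73. In the 705 with a fold enrichment under 10, the highest control, GTCGAC, had 3 against 2.87 (1.89 to 4.33) for CACGTG. The 2 cannot be ranked in those 705. At scores of 100 or more the highest control reached 2.5 against a lower bound of 7.27 for CACGTG, so composition is unlikely to account for the excess there. In regions with 4 tags the CACGTG ratio was 1.12 with an interval of 1.04 to 1.20. The interval excluded 1, so by the test as set these regions were not all background. The controls had a median of 1.22 in the same regions, however, so the small excess may also come from composition.

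The FDR column set against the score is the observation to look at again. By the definition of the FDR, a value of 100% means that regions were called at least as often with the libraries exchanged. The 315 implied calls at scores of 100 or more restate the FDR of 100% at that cutoff for 315 regions. The column ends at 100%, so these calls are no separate test. Of the 315 regions, 313 were listed at 100%, and those at DNAAF5 and COLEC11 at 0%. Yet 39.4% of the 315 held CACGTG. An FDR of 100% was also listed for regions such as NPM1 and PLD6, with fold enrichments of 52.1 and 75.04. The positions of the exchanged calls were not analysed here, so their source remains open. The formula was checked on 1640 regions of high rank with an FDR under 100%, where the implied number of calls was whole in 89.3%. The listed FDR is rounded, so this share depends on how near to a whole number was accepted.

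Around MYCN, many tags came with low fold enrichment. The 11 regions with 100 tags or more had a median of 3.47 against 13.9 for the list. Such regions may reflect copy number rather than binding, but this comparison cannot decide it, because the regions were picked for many tags and their low fold enrichment prompted the test. Copy number was not measured here. Elsewhere in the genome 24 regions held 100 tags or more, also at a low median fold enrichment of 6.55, and 19 of them had a fold enrichment under 10 (3.30 to 9.05), of which 1 had CACGTG. Of the other 5, 3 had it.

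Region density differed between chromosomes, from 11.9 per Mb on chromosome 18 to 50.8 on chromosome 20 among the autosomes. It went with the density of TSSs (Spearman rho 0.56 over 22 autosomes, which are not independent replicates), so gene density may account for part of it. Chromosome 19 had the highest TSS density, 226 per Mb, and 27.3 regions per Mb.

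Density also changed in steps along chromosomes. A scan for the stretch of at least 20 Mb that stood out most on each of 22 autosomes was ranked by the Poisson likelihood ratio of a step, and the 4 highest values were on chromosomes 3, 11, 1 and 9. By the ratio of densities, the stretches found on chromosomes 18, 19 and 16 (0.343, 0.386 and 0.393) stepped more than that on chromosome 1 (2.47). Chromosome 3 had 6.54 regions per Mb from 37 to 128 Mb and 28.7 elsewhere, while TSS density was 69.9 and 69.2 per Mb. Chromosome 11 had 37.9 up to 96 Mb and 5.26 beyond, chromosome 1 had 36.3 up to 163 Mb and 14.7 beyond, and chromosome 9 had 4.53 up to 30 Mb and 28.7 beyond. Gene density of the segments was tested, and TSS density stepped the same way by over 0.5 of the log ratio in 0 of the 4. The 4 were set before these values were seen. Over the stretches of all 22 autosomes the count was 9, with chromosome 16 (0.504 for TSSs against 0.393 for regions) among them, so gene density may account for much of the step on such chromosomes. In the 4, TSS density stepped the same way by less on chromosomes 11 (1.42 against 7.21 for regions), 1 (1.55 against 2.47) and 9 (0.511 against 0.158), so gene density may contribute there without accounting for the whole step. Copy number of the segments was a candidate explanation, since the chance of reaching 4 tags rises steeply with coverage. The step was larger for regions with 4 tags than for those with 10 or more in 1 of the 4 segments, where the test called for 4. On chromosome 11 it was 4.67 against 9.56, and on chromosome 9 the 30 Mb held 0 of the 105 regions with 10 or more tags. This does not decide for or against copy number. Higher coverage can raise the chance of reaching 10 tags more steeply than that of having 4, so the direction set out for the test was not the one that copy number would give in background regions. Copy number was not measured here. The cause of the steps remains open.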
